# ARV-825 Demonstrates Antitumor Activity in Gastric Cancer *via* MYC-Targets and G2M-Checkpoint Signaling Pathways

**DOI:** 10.3389/fonc.2021.753119

**Published:** 2021-10-18

**Authors:** Xinmei Liao, Xiaoqing Qian, Zimu Zhang, Yanfang Tao, Zhiheng Li, Qian Zhang, Hui Liang, Xiaolu Li, Yi Xie, Ran Zhuo, Yanling Chen, You Jiang, Haibo Cao, Jiaqi Niu, Cuili Xue, Jian Ni, Jian Pan, Daxiang Cui

**Keywords:** ARV-825, BRD4, gastric cancer, c-Myc, PLK1

## Abstract

**Objective:**

Suppression of bromodomain and extra terminal (BET) proteins has a bright prospect to treat MYC-driven tumors. Bromodomain containing 4 (BRD4) is one of the BET proteins. ARV-825, consisting of a BRD4 inhibitor conjugated with a cereblon ligand using proteolysis-targeting chimera (PROTAC) technology, was proven to decrease the tumor growth effectively and continuously. Nevertheless, the efficacy and mechanisms of ARV-825 in gastric cancer are still poorly understood.

**Methods:**

Cell counting kit 8 assay, lentivirus infection, Western blotting analysis, Annexin V/propidium iodide (PI) staining, RNA sequencing, a xenograft model, and immunohistochemistry were used to assess the efficacy of ARV-825 in cell level and animal model.

**Results:**

The messenger RNA (mRNA) expression of *BRD*4 in gastric cancer raised significantly than those in normal tissues, which suggested poor outcome of patients with gastric cancer. ARV-825 displayed higher anticancer efficiency in gastric cancer cells than OTX015 and JQ1. ARV-825 could inhibit cell growth, inducing cell cycle block and apoptosis *in vitro*. ARV-825 induced degradation of BRD4, BRD2, BRD3, c-MYC, and polo-like kinase 1 (PLK1) proteins in four gastric cancer cell lines. In addition, cleavage of caspase 3 and poly-ADP-ribose polymerase (PARP) was elevated. Knockdown or overexpression *CRBN* could increase or decrease, respectively, the ARV-825 IC50 of gastric cancer cells. ARV-825 reduced *MYC* and *PLK1* expression in gastric cancer cells. ARV-825 treatment significantly reduced tumor growth without toxic side effects and downregulated the expression of BRD4 *in vivo*.

**Conclusions:**

High mRNA expression of *BRD4* in gastric cancer indicated poor prognosis. ARV-825, a BRD4 inhibitor, could effectively suppress the growth and elevate the apoptosis of gastric cancer cells *via* transcription downregulation of c-MYC and PLK1. These results implied that ARV-825 could be a good therapeutic strategy to treat gastric cancer.

## Introduction

According to the latest World Cancer Report released by the World Health Organization Research Agency for 2020, gastric cancer ranked fifth in the incidence of most common cancers worldwide (1). In 2015, the crude incidence of gastric cancer in China ranked second among common malignant tumors. The mortality rate of gastric cancer was 21.16 per 100,000, in China in 2015, ranking third among malignant tumors (2).

Previous studies have displayed that the onset and development of gastric cancer are intricate processes. At present, the mechanism of gastric cancer remains poorly determined (3, 4). Therefore, a deep insight on the related mechanism of gastric cancer and the search for markers or therapeutic targets with high sensitivity and specificity are useful to improve the quality of life and increase the survival rate of patients with gastric cancer. In order to solve various problems in cancer treatment, many studies also provided direction for our treatment of gastric cancer, such as polarized macrophages, for enhancing tumor targeting and drug sensitivity (5, 6), induced pluripotent stem cells (iPS) enhancing immunotherapy against cancer (7), and review in tumor microenvironment (8).

Bromodomains (BRDs) are protein interaction domains that can identify selectively and bind acetylated histones. The BET proteins (BRD4, BRD3, BRD2, and BRDT) are four important family members of 47 bromodomain-containing proteins (9–11). Aberrant transcription is an index of many diseases. BET proteins have a major part to play in the interaction of transcription complexes with transcription activation. BRD4 is one of the widely studied and important BET proteins in cancer and is generally considered as an epigenetic reader that activated RNA polymerase II to combine active chromatin markers with transcriptional elongation. BRD4 is enriched at *MYC* super enhancer region and activates *MYC* transcription (12, 13).

Therefore, inhibition of BRD4 activity could suppress *MYC* transcription pathway activity and then block the process of cancer development. A series of highly specific inhibitors of BRD4 have been researched and developed. For instance, JQ1 could target tumor-related genes specific for super enhancers and inhibit tumor proliferation and migration in various cancers (14, 15), including gastric cancer (16, 17), breast cancer (18), medulloblastoma (19), pancreatic ductal adenocarcinoma (20), and renal cell carcinoma (21). The BRD4 inhibitor OTX015 is in ongoing phase I clinical trials to treat patients with not only solid tumors but also hematological malignancies and shows a wide range of antitumor activities (22–25).

Although previous results indicated that JQ1 and OTX015 have the effect of inhibiting tumors, they also have disadvantages. JQ1 and OTX015 can reaccumulate BRD4 protein and suppress MYC incompletely because of reversibility (26), which results in a higher concentration of the inhibitors being used. To develop better BRD4 inhibitors, proteolysis-targeting chimeras (PROTACs) have emerged (27). PROTACs are blended through a flexible chemical linker combining small molecule drugs with a ligand binding to target proteins; target proteins can be recruited to the ligase and degraded by the ubiquitin–proteasome system (28, 29). ARV-825 consists of OTX015 and the E3 ubiquitin ligase cereblon (CRBN) using PROTAC technology, which degraded BRD4 more efficiently (27). ARV-825 has been studied to treat pancreatic cancer (30, 31), vemurafenib-resistant melanoma (32), cholangiocarcinoma (33), thyroid carcinoma (34), and acute myeloid leukemia (35, 36). ARV-825 could play a critical role in neuroblastoma therapy (37) and T-cell acute lymphoblastic leukemia (38). However, to date, the efficacy of ARV-825 in gastric cancer remains poorly determined. Therefore, the aim of this research is to confirm the antitumor activity and potential mechanisms of ARV-825 against BET proteins in gastric cancer. The effect and mechanisms of ARV-825 treating gastric cancer are shown in **Scheme 1**.

**Scheme 1:**
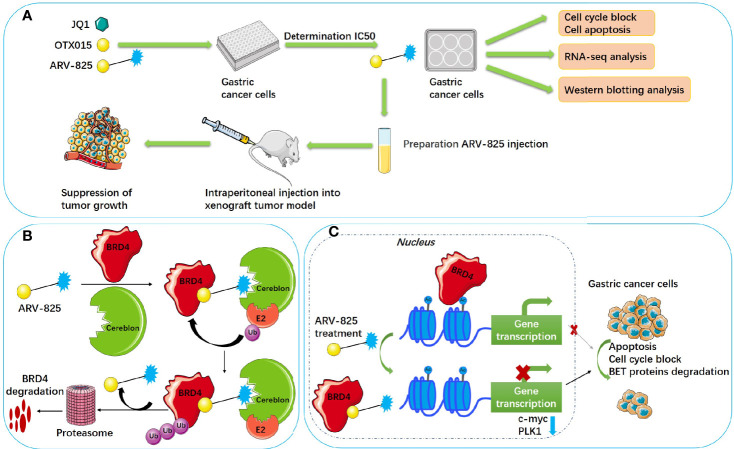
Schematic illustration of ARV-825 treating gastric cancer. **(A)** Technical roadmap of ARV-825 treating gastric cancer. **(B)** Schematic diagram of ARV-825 degrading BRD4. **(C)** Molecular mechanism of ARV-825 treating gastric cancer. Ub, ubiquitin; E2, ubiquitin-conjugating enzyme; cereblon, E3 ubiquitin ligase; Ac, acetylation modification site.

## Methods and Materials

### Cell Culture

The human gastric cancer cell lines, MGC803, HGC27, AGS, SGC7901, BGC823, and SNU-216, were purchase from the cell bank of the Chinese Academy of Science and identified by short tandem repeat analysis within 3 years. Cells were maintained at 37°C with 5% CO_2_. MGC803, HGC27, SGC7901, and BGC823 were cultured in Dulbecco’s modified Eagle’s medium (DMEM) medium; AGS and SNU-216 were cultured in Roswell Park Memorial Institute (RPMI)-1640 medium; medium (Thermo Fisher Scientific) containing 100 U/ml penicillin–streptomycin (Millipore Sigma); and 10% fetal bovine serum (FBS) (Biological Industries).

### Lentivirus Preparation and Infection

*CRBN* was overexpressed in pLX304-CRBN-V5 vector (39). The short hairpin RNA (shRNA) of *CRBN* (the sequences: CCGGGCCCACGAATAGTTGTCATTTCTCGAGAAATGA CAACTATTCG) was constructed in the pLKO.1 vector (40). Envelop plasmid pMD2.G (Cat: 12259, Addgene), packaging plasmid psPAX2 (Cat: 12260, Addgene), and CRBN plasmid were cotransfected into 293FT cells. 293FT cells were transfected for 6 h and cultured with fresh medium for 48 h. The viral supernatant was collected and filtered. Lentiviruses were incubated with gastric cancer cells for 24 h. Puromycin or blasticidin (Sigma-Aldrich) was used to screen for stable cell lines.

### Cell Viability Assay

Gastric cancer cells (1 × 10^4^) were cultured in 96-well plates per well overnight; ARV-825, OTX015, and JQ1 (Cat: HY-16954, HY-15743, HY-13030, MedChemExpress) with different concentrations were added into each well. At 72 h after ARV-825 treatment, CCK8 (Dojindo) was added into 96-well plates per well with previous methods (41). A reader (Thermo Fisher Scientific) read absorbance at 450 nm. Data analysis was conducted by Graph Prism software 8.4.0.

### Clone Formation Assay

MGC803, HGC27, AGS, and SGC7901 cells (1,000–2,000) were cultured in six-well plates per well, respectively. ARV-825 of different concentrations were added to treat cells after 24 h. Incubated with 5% CO_2_ at 37°C for 2 weeks, the gastric cancer cells were fixed with 100% methanol for 15 min and stained with Giemsa for 1 h (Solarbio). The six-well plates were scanned, and the number of clones was counted.

### Cell Cycle Analysis

Gastric cancer cells were collected and centrifugated at 180*g* for 4 min, suspended in cold 70% ethanol overnight, washed with phosphate-buffered saline (PBS), and incubated for 1 h with light-free at room temperature after adding propidium iodide (Cat. P4170, Sigma). The cell cycles were tested by a Beckman Gallios™ Flow Cytometer (Beckman).

### Cell Apoptosis Assay

Cell apoptosis was assessed as previous protocols (42). Gastric cancer cells were treated with ARV-825 of different concentrations. At 72 h after treatment, the cells were trypsinized, centrifugated at 180*g* for 4 min and washed with PBS. The cells were suspended in binding buffer and stained using the fluorescein isothiocyanate-Annexin V apoptosis kit (Cat. 556420, BD Biosciences). The cell apoptosis was tested and analyzed by a Beckman Gallios™ flow cytometer.

### Western Blotting Analysis

Western blotting analysis was carried out as previous protocols (42). Gastric cancer cells were seeded into six-well plates per well; ARV-825 of different concentrations were added to treat cells. After treated with ARV-825 for 72 h, the cells were harvested and extracted by in radioimmunoprecipitation assay (RIPA) buffer. The supernatant was added with loading buffer (Cat. B1012-100, Applygen Technologies) and boiled for 10 min at 98–100°C. Sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) was performed on proteins and electrotransferred to polyvinylidene fluoride (PVDF) membranes. The membranes were incubated with 5% skimmed milk powder solution and then incubated with primary antibodies at 4°C overnight: anti-BRD4 (Cat. 13440s), anti-BRD2 (Cat. 5848s), anti-poly-ADP-ribose polymerase (PARP) (Cat. 9542), anticleaved-caspase 3 (Cat. 9664), and c-Myc (Cat. 9402) were purchased from Cell Signaling Technology. Other primary antibodies are listed below: anti-BRD3 (Cat. 11859-1-AP, Proteintech), anti-CRBN (Cat. HPA045910, Sigma-Aldrich), anti-polo like kinase 1 (PLK1) (Cat. ab17056, Abcam), and antiglyceraldehyde-3-phosphate dehydrogenase (GAPDH) (MA3374, Millipore). The membranes were incubated with horseradish peroxidase-conjugated (HRP) secondary antibodies: goat antimouse IgG and goat antirabbit IgG (Jackson ImmunoResearch). The immunoreactive proteins were revealed and analyzed using an ECL detection kit (Pierce) and a LAS 4010 imaging system (GE).

### RNA-Sequencing and Analysis

RNA-sequencing (RNA-seq) was implemented using the protocols provided by Novogene (Novogene Co., Ltd.). Total RNA of gastric cancer cells was extracted by the TRIzol^®^ reagent (Invitrogen). First, RNA was reverse transcribed to cDNA for library construction and sequencing. RNA-seq procedure was performed on HGC27 cells treated with ARV-825 (n = 3) or dimethyl sulfoxide (DMSO) (n = 3). Genes of differential expression (|log_2_fold change| > 1 and *p* < 0.05) were identified using Bioconductor limma analysis according to DAVID Bioinformatics Resources v6.8 (https://david.ncifcrf.gov). Gene set enrichment analysis (GSEA) identified a series of genes that were performed to detect cellular pathways that influenced the cell apoptosis induced by ARV-825 according to the GSEA Application (http://www.broadinstitute.org/gsea/).

### *In Vivo* Xenografts Tumor Model

The animal experiments complied with the requirements of the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University (No. 201801054). Four-week-old male nude mice (Lingchang BioTech, n = 6 per group) were injected subcutaneously 5 × 10^6^ HGC27 cells in their front flank. Tumor size was measured every 3 days. The calculation formula of tumor volume is (length × width × height)/2. After 2 weeks, when the size of the engrafted tumor came to about 100 mm^3^, the mice were injected intraperitoneally either ARV-825 at 10 mg/kg or menstruum control (10% Kolliphor^®^HS15, BASF) every day. The mice were sacrificed when the tumors in the control group exceeded 1,000 mm^3^. The tumors were excised and then embedded in paraffin for immunohistochemistry.

### Immunohistochemistry

Immunohistochemistry was carried out as previous protocols (43). The Ki-67 antibody (Cat. ab15580, Abcam) and HRP/DAB detection kit (Cat. ab64261, Abcam) were used. Tissue sections of immunohistochemical staining were examined using the Olympus BX41 imaging system. The calculation formula of the total scoring (TS) was as follows: TS = the intensity (I) × the percentage of positive cells (P).

### Statistical Analysis of Data

SPSS software version 20.0 (IBM) was used to analyze the data. Significant difference of data was analyzed by Student’s t-tests. GraphPad Prism version 8.4.0 was used to draw the figures. In the figures, means ± the standard deviation (SD) is shown; *p*-values < 0.05, the results were statistically significant, for which *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### High mRNA Expression of *BRD4* Is Associated With Poor Prognosis in Patients With Gastric Cancer

Expression of *BRD4* was measured in different kinds of tumors, which was displayed using gene expression profiling interactive analysis (GEPIA, http://gepia.cancer-pku.cn/index.html), which illustrated that mRNA expression of *BRD4* in tumor tissue was raised remarkably than that in normal tissue only in stomach adenocarcinoma (STAD) and esophageal adenocarcinoma (ESCA, **Figure 1A**). High mRNA expression of *BRD4* was associated with poor overall survival of patients with gastric cancer (**Figures 1B, C**). The criterion of categorizing high or low expression was median survival time.

**Figure 1:**
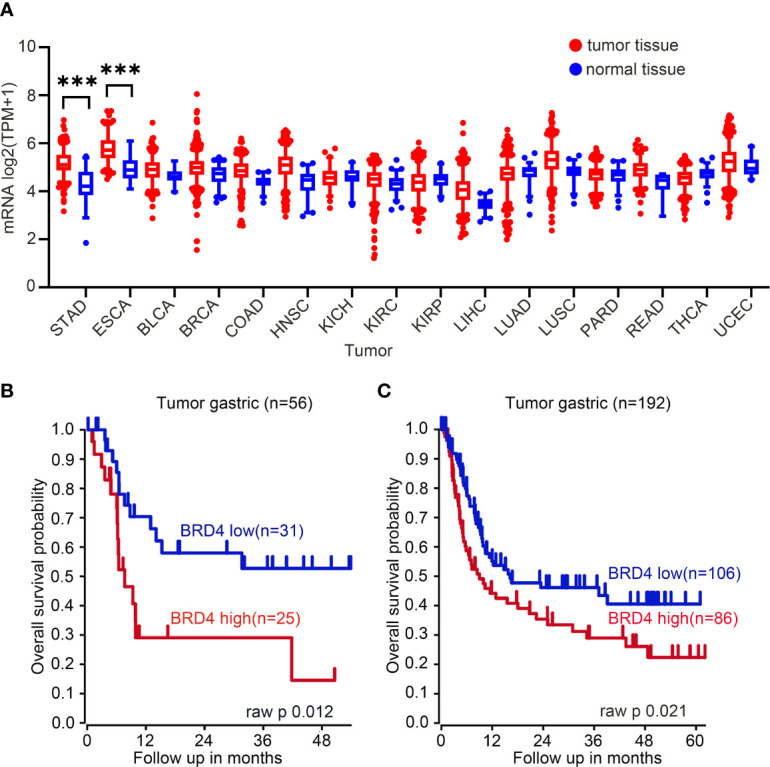
BRD4 mRNA expression in tumor tissues and normal tissues. **(A)** BRD4 mRNA expression in tumor tissues and normal tissues (generated from the web site: http://gepia.cancer-pku.cn/index.html). The mRNA expression of BRD4 in gastric cancer raised significantly than that in normal tissues, there is a similar performance in esophageal adenocarcinoma tissues and normal tissues. STAD, stomach adenocarcinoma; ESCA, esophageal carcinoma; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; BLCA, bladder urothelial carcinoma; KIRC, kidney renal clear cell carcinoma; UCEC, uterine corpus endometrial carcinoma; THCA, thyroid carcinoma; COAD, colon adenocarcinoma; LUSC, lung squamous cell carcinoma; KIRP, kidney renal papillary cell carcinoma; READ: rectum adenocarcinoma; BRCA: breast invasive carcinoma; PRAD, prostate adenocarcinoma; LUAD, lung adenocarcinoma; LIHC, liver hepatocellular carcinoma. **(B)** Overall survival curve including 56 patients with gastric cancer. Kaplan–Meier curves were generated from gastric tumor (Tan-56-fRMA-u133p2; source: GEO ID, gse34942). **(C)** Overall survival curve including 192 patients with gastric cancer (Tan-192-fRMA-u133p2; source: GEO ID, gse15459). Survival curve data originated from R2 Platform (http://r2.amc.nl). The cutoff point of high or low BRD4 expression was median survival time. ***p < 0.001.

### ARV-825 Suppresses Cell Viability of Gastric Cancer Cells

BRD4, BRD2, and BRD3 were abundantly expressed in MGC803, HGC27, AGS, SGC7901, BGC823, and SNU-216 cells (**Figure 2A**), implying that the BET proteins were diffusely expressed in gastric cancer cells. ARV-825 consists of CRBN and OTX015. The effect of increasing doses of ARV-825 on gastric cancer cell lines incubated for 72 h was evaluated. CCK8 assays showed that a dose-dependent decrease in gastric cancer cell viability was observed after ARV-825 treatment (**Figure 2B**). The chemical structures of ARV-825, OTX015, and JQ1 are shown in **Figure 2C**. HGC27 and MGC803 had lower IC50 than other gastric cancer cells. The IC50 values of other BRD4 inhibitors, such as OTX015 and JQ1, were compared with that of ARV-825 in gastric cancer cells (**Figure 2D**). The results showed that ARV-825 had lower IC50 values and showed a better suppression effect on gastric cancer cell viability than OTX015 and JQ1. Decreased quantity and shrinkage of the volume of gastric cancer cell were examined in the group treated with ARV-825 (**Figure 2E**), compared with that in the untreated control group. Clonal formation assay was applied to observe the influence of ARV-825 on the long-term growth of gastric cancer cells (**Figure 3A**); ARV-825 suppressed dose dependently the clonal formation of MGC803, HGC27, AGS, and SGC7901 cells. In conclusion, these findings showed that ARV-825 had antiproliferative effect in gastric cancer cells; the number of clones of ARV-825-treatment groups was remarkably lower compared with that of control groups (**Figure 3B**).

**Figure 2:**
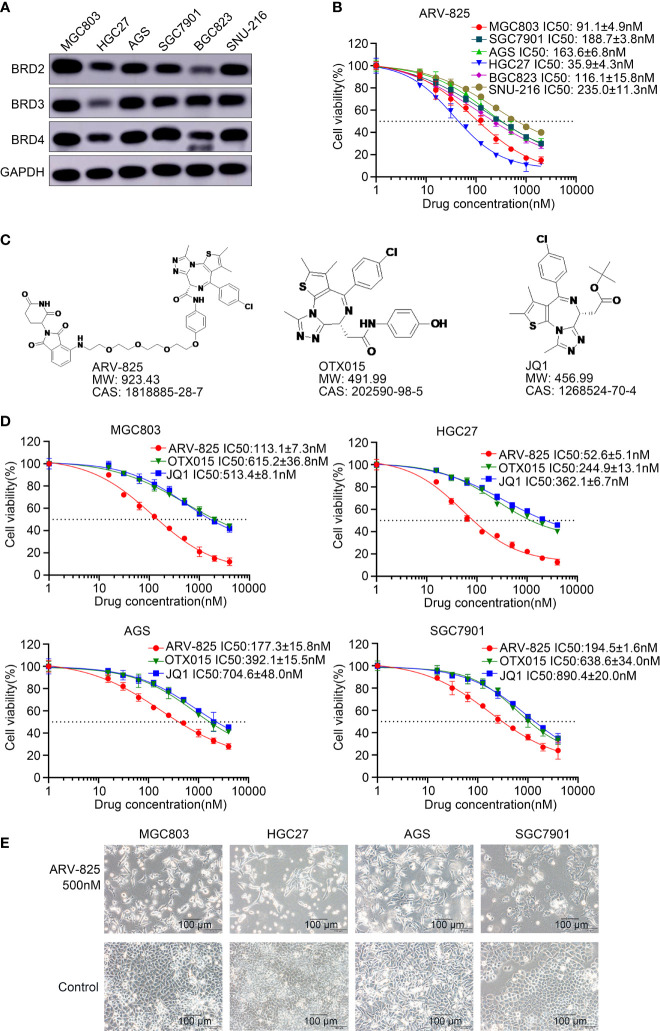
ARV-825 suppresses the viability of gastric cancer cells. **(A)** BET protein levels in gastric cancer cells. **(B)** Viability of gastric cancer cells treated with ARV-825 at different concentrations. Values of IC50 have been calculated and shown on the graph. **(C)** Chemical structures of ARV-825, OTX015, and JQ1. **(D)** The cell viability of MGC803, HGC27, AGS, and SGC7901 cells treated with ARV-825, OTX015, and JQ1. **(E)** Morphology of MGC803, HGC27, AGS, and SGC7901 cells treated with ARV-825.

**Figure 3:**
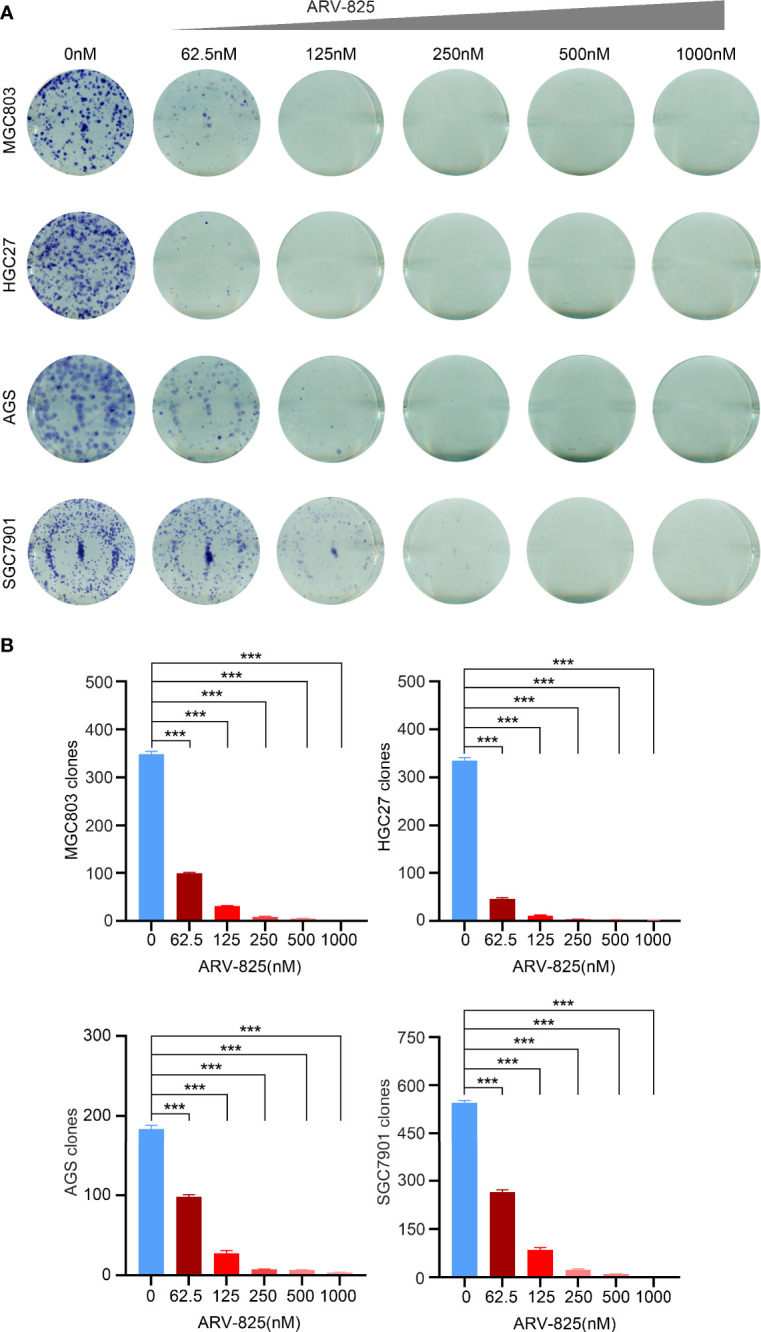
ARV-825 suppresses clonal formation of gastric cancer cells. **(A)** ARV-825 suppressed dose dependently the clonal formation of gastric cancer cells. **(B)** Clone numbers of gastric cancer cells had remarkable difference between the ARV-825 treatment group and the control group. ***p < 0.001.

### ARV-825 Induces the Degradation of BRD4 Related to CRBN

MGC803, HGC27, and BGC823 express substantial amounts of CRBN, while AGS, SGC7901, and SNU-216 cells have relatively low expression of CRBN (**Figure 4A**). The effect of ARV-825 in gastric cancer cells is associated with CRBN expression. Knockdown of *CRBN* expression in MGC803 and HGC27 cells could decrease partly the growth inhibition influence of ARV-825 (**Figures 4B, D**). By contrast, overexpression of *CRBN* in gastric cancer cells significantly increased the sensitivity of AGS and SGC7901 cells to ARV-825 (**Figures 4C, E**). These results suggested that CRBN is associated with the growth inhibition activity of ARV-825.

**Figure 4:**
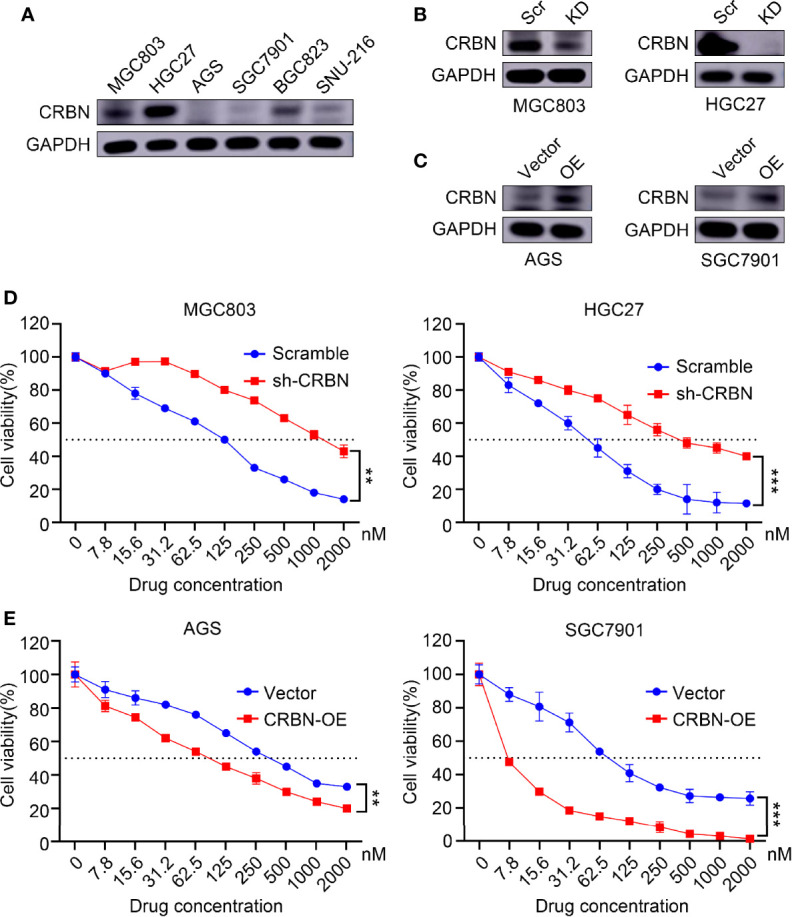
CRBN performs an important role in response to ARV-825 in gastric cancer cells. **(A)** CRBN protein levels in gastric cancer cells by Western blotting analysis. **(B)** Western blotting analysis showing CRBN protein level after knockdown CRBN by sh-CRBN lentivirus in MGC803 cells and HGC27 cells. KD, knockdown, Scr, Scramble. **(C)** Western blotting analysis showing CRBN protein level after overexpressing CRBN in AGS cells and SGC7901 cells. OE, overexpression. **(D)** Cells of knockdown CRBN increased cell viability after treated with ARV-825 in MGC803 cells and HGC27 cells. **(E)** Cells of overexpressing CRBN decreased cell viability after treated with ARV-825 in AGS cells and SGC7901 cells. **p < 0.01, ***p < 0.001.

### ARV-825 Induces Cell Cycle Block and Apoptosis in Gastric Cancer Cells

We investigated whether ARV-825 could regulate the cell cycle in gastric cancer cells. MGC803, HGC27, AGS, and SGC7901 cells were treated with ARV-825 for 24 h to perform cell cycle analysis. Compared with the control group, the ARV-825 treatment group showed an increase in the ratio of G1 phase cells and a reduction in the ratio of G2 and S phases cells simultaneously (**Figure 5A**). Apoptosis of gastric cancer cells was also examined after ARV-825 treatment. The Annexin V/PI staining analysis demonstrated that ARV-825 increased cell apoptosis, presenting dose dependence. The ratio of apoptotic cells in the groups with ARV-825 treatment increased dose dependently in contrast to control groups (**Figures 5B, C**). Western blotting analysis revealed that ARV-825 could increase activation of PARP and caspase-3 in the four gastric cancer cell lines (**Figures 6A, B**). These results demonstrated that ARV-825 could induce cell cycle block and apoptosis of gastric cancer cells.

**Figure 5:**
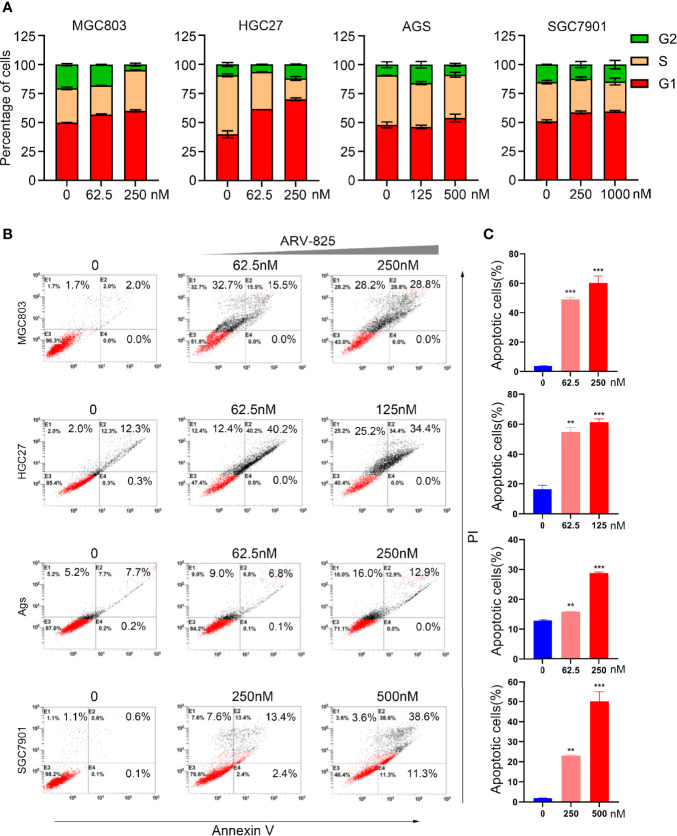
ARV-825 induces cell cycle block and apoptosis of gastric cancer cells. **(A)** ARV-825 increased ratio of G1 phase cells and simultaneously decreased the ratio of S phase and G2 phase cells in MGC803, HGC27, AGS, and SGC7901 cells *via* cell cycle analysis. **(B)** The ratio of apoptotic cells among gastric cancer cells increased dose dependently after treated with ARV-825 *via* cell apoptosis analysis. **(C)** The ratio of apoptotic cells markedly elevated dose dependently in gastric cancer cells with ARV-825 treatment. **p < 0.01, ***p < 0.001.

**Figure 6:**
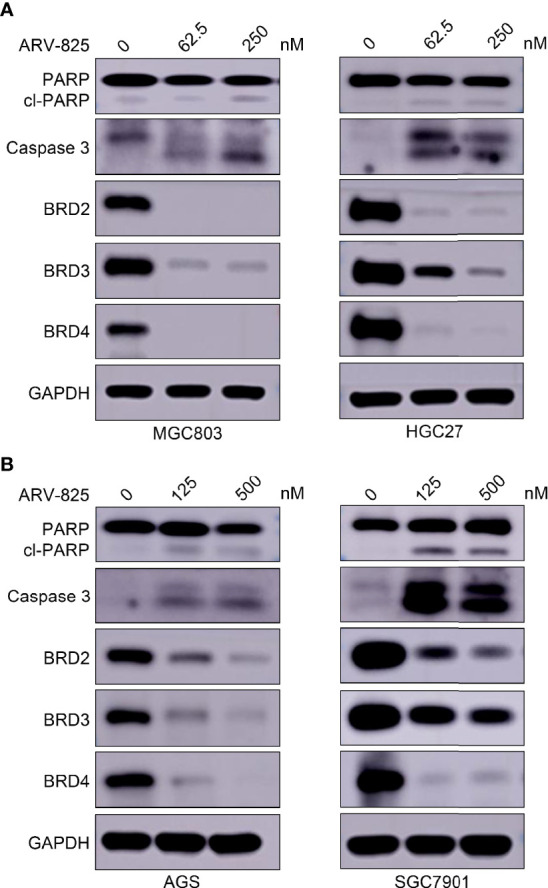
ARV-825 degrades BET proteins in gastric cancer cells. **(A)** ARV-825 robustly degraded BET protein and induced caspase 3 and PARP cleavage in MGC803 and HGC27 cells. **(B)** ARV-825 robustly degraded BET protein and induced caspase 3 and PARP cleavage in AGS and SGC7901 cells.

### ARV-825 Degrades BET Proteins in Gastric Cancer Cells

ARV-825 robustly degrades BRD4 protein *via* the ubiquitin–proteasome system, which consists of a CRBN-recruiting moiety and OTX015. Therefore, we observed the BET protein levels in gastric cancer cells with ARV-825 treatment. Western blotting analysis illustrated that ARV-825 displayed efficient degradation of BRD4 in four gastric cancer cells (**Figures 6A, B**). In addition, ARV-825 could decrease simultaneously BRD2 and BRD3 (**Figures 6A, B**). Gastric cancer cells treated with ARV-825 also resulted in PARP and caspase 3 cleavage. The experimental progress indicated that ARV-825 could downregulate expression level of BET protein in gastric cancer cells.

### ARV-825 Downregulates *MYC* and *PLK1* Expression in Gastric Cancer Cells

To determine the potential mechanism of ARV-825, RNA-seq was used to screen and analyze genes (GEO ID: GSE179581). 

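RNA was sequenced from HGC27 cells, a human gastric cancer line, after exposure to 125 nM ARV-825 (n = 3) or DMSO (n = 3). ARV-825 joins a ligand of the BET proteins to a ligand of cereblon, a subunit of a ubiquitin ligase. The sample labels call the controls untreated, where the Methods name DMSO, and only the labels give a treatment time, 48 h. They also name a TruSeq RNA kit, a type that selects RNA with a poly(A) tail and does not mark its strand. Neither the Methods nor the labels say that the 3 samples of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors deposited FPKM values (fragments per kilobase of exon, divided by a scale set for each library) for 58735 genes in each library. The submitters' processing notes name HISAT2 2.0.5 and the mouse build mm10, although every gene identifier is a human Ensembl identifier found in GENCODE 29. The counting tool is not given in the sources used here. Multiplied by the exon length in GENCODE 29, each value above 0 lay within 0.05 of a whole multiple of 1 step per library, and these steps gave the depth. Fragments in genes numbered 17023962, 16626609 and 19145661 in DMSO replicates 1, 2 and 3, and 14837518, 15201942 and 14821971 in ARV-825 replicates 1, 2 and 3. In a gene of 1 kb, 1 fragment was worth 0.0495 to 0.0581 FPKM in DMSO and 0.0665 to 0.0686 FPKM in ARV-825. Mitochondrial genes took 5.91% ± 0.312 of the fragments in DMSO and 11.2% ± 1.18 in ARV-825 (SD, n = 3 each). ARV-825 replicate 1 stood apart from replicates 2 and 3, with a chi-square per degree of freedom of 7.50 and 6.75 over their fragments, against 1.67 between replicates 2 and 3 and 1.83 to 2.19 among the DMSO libraries. For the comparison of the groups, the 13442 genes with a mean FPKM of at least 1 were tested with limma on the log2(FPKM + 1) scale, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of low genes.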

As shown in **Figure 7A**, under the condition of |log_2_fold change | > 1 and an adjusted *p* < 0.05, compared with those in the control group, 3,584 genes were identified as upregulated and 3,515 genes were downregulated in HGC27 cells of ARV-825 treatment. 

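On the log2(FPKM + 1) scale, the 10 largest increases among protein-coding genes after ARV-825 treatment were all in histone genes. These encode the core and linker proteins of chromatin. *H2BC21* rose from 1.20 ± 0.216 to 233 ± 5.70 FPKM (SD, n = 3 each), a log2 fold change of 6.74 (SE 0.0735, adjusted p = 3.17e-08 from limma). *H4C8* rose from 0.784 ± 0.235 to 109 ± 10.1 FPKM, and the linker histone gene *H1-2* from 17.2 ± 0.649 to 437 ± 3.77 FPKM. The others were *H3C10*, *H2BC5*, *H2AC6*, *H2BC4*, *H2AC13*, *H2BC8* and *H2BC18*. This ranking depends on the scale, which shrinks rises from near 0. The chemokine gene *CXCL8*, at 0 in every DMSO library, had a log2 fold change of 4.36 and could rank higher with a smaller pseudocount. Histone genes are near-identical copies, so the fragments of single members are uncertain. Most histone transcripts lack a poly(A) tail. Of 30 other RNAs listed as without a tail, 9 had a mean FPKM of at least 1, with a median log2 fold change of 0.96. Of these, 6 were higher, all at 0 to 1.74 FPKM in DMSO, and 1 was lower. An RNA at 0 in DMSO passes this filter only if it rises. *RN7SL2*, *SNORD17* and *SNORA73B*, the most abundant of them in DMSO, had log2 fold changes of −0.29, −0.23 and −1.24. The largest decrease was in *INHBE*, an inhibin subunit gene, from 19.9 ± 0.272 to 0.435 ± 0.0814 FPKM (log2 fold change −3.87, SE 0.0544, adjusted p = 5.81e-08). *TRIB3* fell from 28.4 ± 0.909 to 1.60 ± 0.0873 FPKM and *CHAC1* from 27.1 ± 1.09 to 1.74 ± 0.164 FPKM, both of them genes induced by ATF4 under stress. The other 7 of the 10 largest decreases were in *DUSP9*, *ADM2*, *SNTB1*, *COL14A1*, *MATK*, *DIRAS1* and *SLC6A9*. Over all classes of genes, 1184 were higher and 1630 were lower in ARV-825 at an absolute log2 fold change above 1 and an adjusted p under 0.05. Of 10590 protein-coding genes, 593 were higher and 1441 lower, whereas of 1331 long non-coding RNA genes 294 were higher and 90 lower, and of 934 pseudogenes 157 were higher and 47 lower. The 3 ARV-825 values lay entirely above or below the 3 DMSO values for 80.1% of the genes tested, where chance gives 10%. Rescaled to TPM, which moved the median log2 fold change of all genes from −0.02 to −0.31, 1068 genes were higher and 2978 lower, so that 26.4% of the calls were higher instead of 42.1%. The pseudocount stayed at 1 on TPM values, which are larger than FPKM values, so low genes were also shrunk less. On FPKM, a pseudocount of 0.1 gave 1721 genes higher and 2218 lower. The shares of scaling and pseudocount in the TPM counts were not separated. Scaled without mitochondrial genes, 48.3% of the calls were higher, and with voom on all genes of at least 2 fragments over the 6 libraries 55.3% were (5141 higher and 4160 lower), both settings chosen after the data were seen.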

We continued to analyze the signaling pathways and identify associated genes. ARV-825 markedly downregulated the expression levels of *E2F2*, *CDC45*, *RBL1*, *CDC25A*, *CDK1*, *PLK1*, *MYC*, *SLC19A1*, *MCM5*, *MCM4*, *HK2*, *SRM*, *UNG*, *CDK4*, and *CDK2* (**Figure 7B**). 

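All 15 genes were lower after ARV-825 treatment at an adjusted p under 0.05, and for each of them every ARV-825 library was below every DMSO library. *E2F2*, a transcription factor of S phase entry, fell the most, from 8.26 ± 0.223 to 0.360 ± 0.106 FPKM (SD, n = 3 each), a log2 fold change of −2.77 (SE 0.0725, adjusted p = 3.05e-07 from limma). *CDC45* and *MCM4*, which belong to the replicative helicase, fell from 24.6 ± 0.706 to 4.03 ± 0.293 FPKM and from 52.7 ± 0.715 to 11.5 ± 0.155 FPKM. *CDK1*, the kinase of mitotic entry, fell from 29.2 ± 1.32 to 7.98 ± 0.992 FPKM, and *HK2*, a hexokinase, from 25.5 ± 0.706 to 8.65 ± 0.421 FPKM. *CDK4* had the smallest change, from 39.2 ± 0.549 to 24.0 ± 3.29 FPKM (log2 fold change −0.69, SE 0.0874, adjusted p = 0.000288). The median log2 fold change of the 15 genes was −1.69. Past both thresholds were 13 genes, the exceptions being *MYC* and *CDK4*, and under TPM all 15 passed. Adjusted over the list alone, the 15 genes were lower as well, which is not independent evidence because the study chose the list on these samples. Tested as a set with camera, the list gave an adjusted p of 1.14e-06, and an adjusted p = 0.209 with an estimated correlation. By the type of kit that the labels name, strand was not marked, which was not tested on the data. A gene on the opposite strand shares 43.2% of the exon bases of *CDK4*, 16.8% of *CDK2*, 14.0% of *SLC19A1* and 12.5% of *PLK1*.

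**Figure D1:**
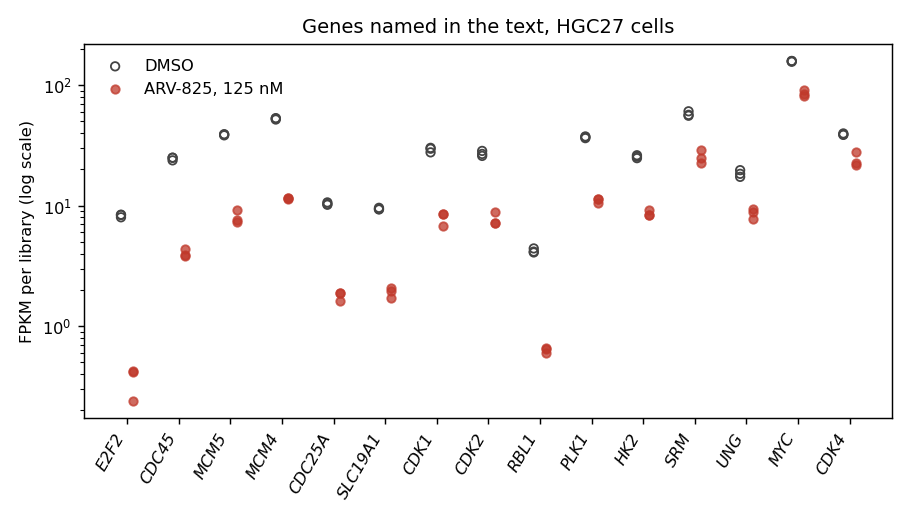
FPKM of the 15 genes on a logarithmic axis, 1 point per library, with open circles for DMSO (n = 3) and filled circles for 125 nM ARV-825 (n = 3). For each gene the 3 ARV-825 points lie below the 3 DMSO points, with the widest gap for E2F2 and the narrowest for CDK4.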

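Gene groups moved both ways in the ARV-825 libraries, counted over their members with a mean FPKM of at least 1. The lists were written before the deposited values were examined, but after the paper's figures and Table S1 on these samples had been seen. The choice of themes may therefore rest on these same samples. Lists also share genes, so they are not separate evidence. For example, *MYBBP1A* is on the ribosome biogenesis and MYC targets lists, and *CDC45* on the DNA replication and G2M checkpoint lists. Members are counted as higher or lower at the adjusted p alone, where 4977 of all 13442 genes tested were higher and 5405 lower. All 41 DNA replication genes tested were lower (median log2 fold change −1.45), among them *CDT1*, which loads the helicase at origins, from 35.8 ± 1.90 to 6.28 ± 0.852 FPKM, *MCM10*, from 17.4 ± 0.389 to 2.72 ± 0.238 FPKM, and *GINS1*, from 17.6 ± 0.529 to 2.69 ± 0.320 FPKM (SD, n = 3 each). By camera, the adjusted p of this list was 4.99e-12, and 0.0355 with an estimated correlation. Of 31 ribosome biogenesis genes, 27 were lower, 1 was higher and 3 did not pass the test, with a median log2 fold change of −0.60 (adjusted p = 1.14e-06, and 0.0312 with an estimated correlation). *MYBBP1A*, a nucleolar factor, fell from 21.9 ± 0.628 to 8.51 ± 0.691 FPKM and *LYAR* from 19.3 ± 1.52 to 8.68 ± 0.568 FPKM. In the opposite direction, all 23 NF-κB target genes tested were higher, out of 37 listed (median log2 fold change 1.68, adjusted p = 9.31e-11, and 0.0160 with an estimated correlation). A gene at 0 in DMSO passes the filter only if it rises, and over the other settings the median of the list ran from 1.44 with no filter to 3.23 with a pseudocount of 0.01 or with voom. *NFKBIA*, which encodes the NF-κB inhibitor IκBα, rose from 11.3 ± 0.447 to 194 ± 10.2 FPKM, and *SDC4* from 8.31 ± 0.333 to 171 ± 6.10 FPKM. The chemokine gene *CXCL8* was listed at 0 in every DMSO library and at 17.5, 20.7 and 20.7 FPKM in the ARV-825 libraries, and *CCL20* at 0 and at 12.7, 14.8 and 15.0 FPKM. Of 25 regulators of the G1/S transition, 16 were lower, 8 were higher and 1 did not pass (median log2 fold change −0.43, adjusted p = 0.152). The list passed toward lower with no filter on low values (adjusted p = 0.00677), at a mean FPKM of at least 0.1 (0.0269) and with voom on all genes of at least 2 fragments over the 6 libraries (0.00740). *E2F1* fell from 34.7 ± 0.496 to 7.31 ± 0.900 FPKM, and *CDKN1A*, which encodes the CDK inhibitor p21, rose from 2.83 ± 0.0268 to 28.1 ± 2.59 FPKM.
Of 24 p53 target genes, 10 were higher, 9 were lower and 5 did not pass, with a median log2 fold change of −0.02 (0.06 under quantile normalization), a mean of 0.22 and an adjusted p of 0.612. *TP53INP1* rose from 0.691 ± 0.0683 to 20.0 ± 2.02 FPKM, while *AEN* fell from 12.9 ± 0.257 to 2.75 ± 0.261 FPKM. Of 26 apoptosis regulators, 16 were lower, 6 were higher and 4 did not pass (median log2 fold change −0.25, adjusted p = 0.244). Like the G1/S list, it passed toward lower with no filter (adjusted p = 0.0131), at a mean FPKM of at least 0.1 (0.0337) and with voom on all genes of at least 2 fragments (0.0223). The anti-apoptotic gene *MCL1* rose from 47.8 ± 0.867 to 210 ± 0.807 FPKM and the pro-apoptotic gene *BMF* from 0.340 ± 0.0319 to 2.64 ± 0.208 FPKM, whereas *PMAIP1*, which encodes the pro-apoptotic protein NOXA, fell from 23.9 ± 0.228 to 8.51 ± 0.478 FPKM. Of 13 interferon-stimulated genes tested, out of 37 listed, 7 were lower, 4 were higher and 2 did not pass (median log2 fold change −0.29, adjusted p = 0.515), with *BST2* at 5.28 ± 0.654 FPKM in DMSO and 0.583 ± 0.218 in ARV-825, and *STAT2* at 5.66 ± 0.455 and 19.4 ± 0.157. For each of these lists, the counts adjusted over the list alone were identical.

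**Figure D2:**
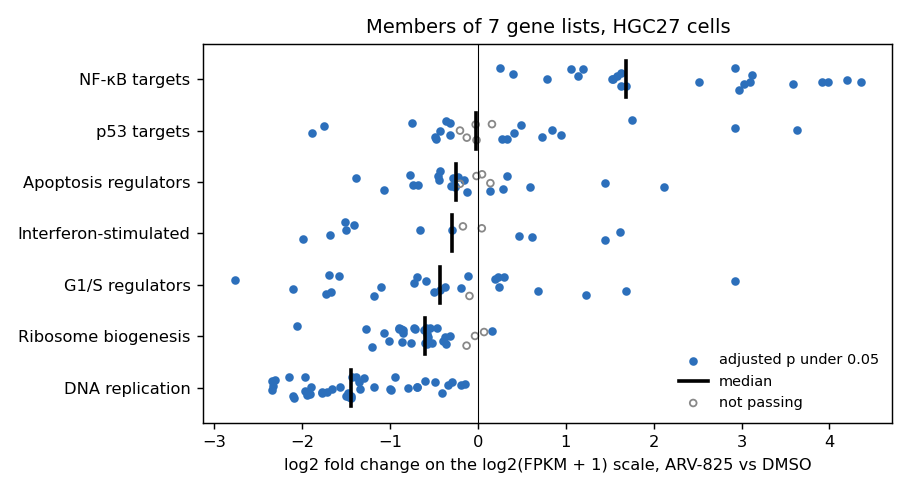
Log2 fold change of the single members of 7 gene lists on the log2(FPKM + 1) scale, ARV-825 against DMSO. Each point is 1 gene, filled where its adjusted p is under 0.05, and the black bar is the median of the list, from −1.45 for DNA replication to 1.68 for NF-κB targets.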

All the significant GSEA hallmarks have been shown in **Supplementary Table S1**; HALLMARK_G2M_CHECKPOINT and HALLMARK_MYC_TARGETS, which are related with cell-cycle functions, are the top 5 negative hallmarks. GSEA plots showed gene enrichment in HALLMARK_G2M_CHECKPOINT and HALLMARK_MYC_TARGETS signaling pathways after ARV-825 treatment in HGC27 cells. 

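Genes of the G2M checkpoint and MYC targets were lower as groups after ARV-825 treatment. The paper took these sets from its own enrichment analysis of the same samples, so the values here are not independent evidence. With genes ranked by log2 fold change, the normalized enrichment score was −2.73 for the G2M checkpoint genes, which act in the progression through mitosis, and −2.43 for the MYC targets, many of which act in the nucleolus. The median log2 fold change was −0.76 over the G2M checkpoint genes and −0.72 over the MYC targets. Against all other genes tested, camera gave the G2M checkpoint genes an adjusted p of 1.27e-10, and 0.0160 with an estimated correlation. For the MYC targets the adjusted p was 9.31e-11, and the call was lost with an estimated correlation (adjusted p = 0.139). Both lists were written from memory of the hallmark sets, the MYC list after version 2 of that set, and held 199 and 58 genes, of which 195 and 55 were tested. Their members may differ from the sets the paper used.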

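Of the 195 G2M checkpoint genes tested, 149 were lower in ARV-825, 29 were higher and 17 did not pass the test, and 73 of the lower ones passed both thresholds. Of all 13442 genes tested, 5405 were lower and 4977 higher at the adjusted p alone. Adjusted over the list alone, 149 of the G2M checkpoint genes were lower and 30 higher. *MYBL2*, a transcription factor of late cell-cycle genes, fell from 89.7 ± 1.04 to 19.1 ± 1.32 FPKM (SD, n = 3 each), while the histone gene *H2BC12* rose from 61.0 ± 3.79 to 473 ± 39.8 FPKM. Of the 55 MYC targets, 51 were lower, 0 were higher and 4 did not pass, also when adjusted over the list alone, and 20 passed both thresholds. Among these, the helicase gene *MCM5* fell from 38.8 ± 0.419 to 8.04 ± 1.01 FPKM, *TCOF1*, which acts in ribosomal RNA synthesis, from 20.6 ± 0.342 to 4.20 ± 0.364 FPKM, and the centriole kinase gene *PLK4* from 8.68 ± 0.546 to 1.60 ± 0.296 FPKM. *MYC* lies on the forward strand of chromosome 8 of GRCh38 from 127735434 to 127741434 and encodes the transcription factor c-Myc. Its level fell from 158 ± 1.30 to 85.8 ± 5.14 FPKM, a log2 fold change of −0.88 (SE 0.0470, adjusted p = 4.00e-06 from limma). *PLK1*, which encodes a mitotic kinase, lies on the forward strand of chromosome 16 from 23677656 to 23690367. It fell from 37.0 ± 0.597 to 11.1 ± 0.558 FPKM, a log2 fold change of −1.65 (SE 0.0437, adjusted p = 3.16e-07).

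**Figure D3:**
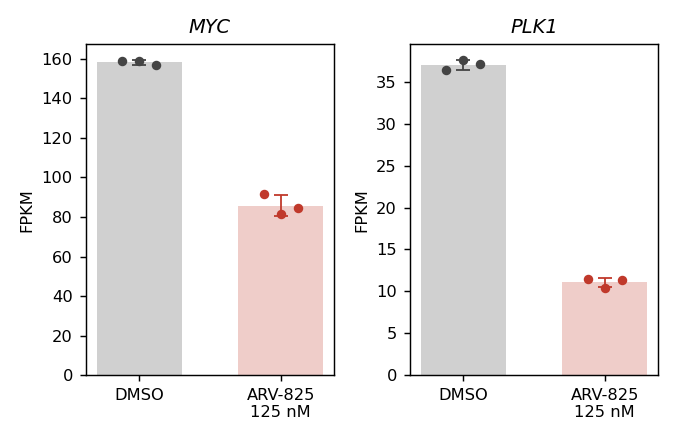
FPKM of MYC (left) and PLK1 (right) in HGC27 cells. Bars are means, error bars are SD and points are the 3 libraries of each group. Both means are lower in 125 nM ARV-825, at 85.8 for MYC and 11.1 for PLK1.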

Many genes in the G2M_CHECKPOINT and MYC_TARGETS signaling pathways were downregulated (**Figure 7C**), *MYC* and *PLK1* genes were both downregulated in these two signaling pathways. As expected, Western blotting analysis confirmed that c-Myc and PLK1 protein levels decreased dose dependently with ARV-825 treatment in MGC803, HGC27, AGS, and SGC7901 cells (**Figure 7D**). These results revealed that ARV-825 disturbed BRD4-mediated *MYC* and *PLK1* transcription, resulting in decreasing c-Myc and PLK1 protein levels.

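In the RNA-seq, *MYC* stood at 0.542 and *PLK1* at 0.300 of their mean FPKM in DMSO. The ARV-825 libraries held 91.4, 81.4 and 84.6 FPKM of *MYC* against 159, 159 and 157 in DMSO, and 11.4, 10.5 and 11.4 FPKM of *PLK1* against 36.4, 37.5 and 37.1. For both genes the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). The values rest on 3670 to 4000 fragments of *MYC* per ARV-825 library and 8213 to 9488 per DMSO library, and on 748 to 794 and 3077 to 3564 fragments of *PLK1*. Protein levels were not part of these data. From the lower *MYC* and *PLK1* transcripts, together with the Western blots, the paper concludes that ARV-825 disturbed the transcription of both genes and so lowered c-Myc and PLK1 protein.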

**Figure 7:**
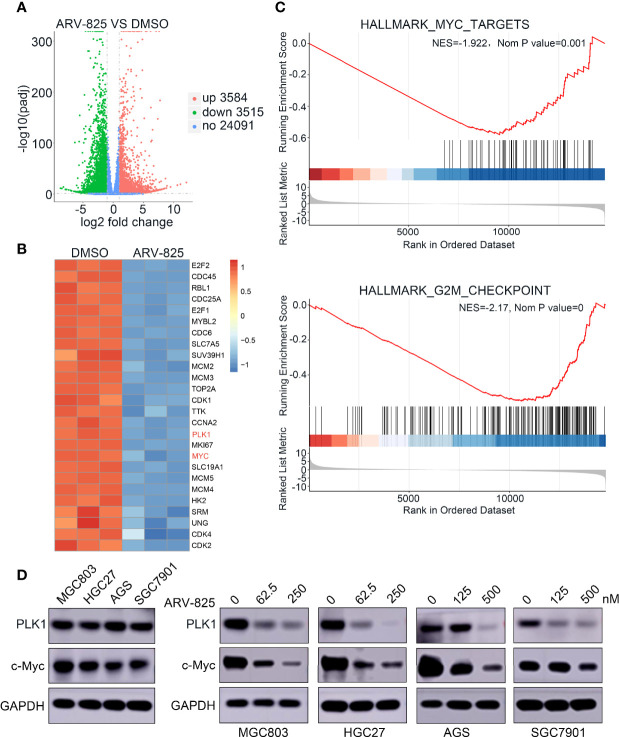
ARV-825 decreases MYC and PLK1 expression in gastric cancer cells. **(A)** Volcano plot analysis of the RNA-seq illustrated expression changes of genes in HGC27 cells between ARV-825 treatment group and the control group. Genes highlighted in red were upregulated, and those in blue were downregulated; black indicates unchanged expression. **(B)** Heat-map view displayed the genes of differential expression in HGC27 cells treated with 125 nM ARV-825 (|log_2_fold change> 1, *p* < 0.05); these genes included c-Myc and PLK1 targets. Each column indicates a sample; each row indicates a gene, The color changes with different expression of each gene. Blue represents downregulation; red represents upregulation. **(C)** GSEA plots displayed gene enrichment in HALLMARK_MYC_TARGETS and HALLMARK_G2M_CHECKPOINT signaling pathways in HGC27 cells treated with ARV-825. **(D)** PLK1 and c-Myc protein levels were decreased by ARV-825 treatment in MGC803, HGC27, AGS, and SGC7901 cells.

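All 26 genes of the heat map were lower in the ARV-825 libraries at an adjusted p under 0.05, with a median log2 fold change of −1.80. *TOP2A*, which encodes a topoisomerase of dividing cells, fell from 111 ± 1.76 to 28.4 ± 1.47 FPKM (SD, n = 3 each), and the proliferation marker *MKI67* from 29.5 ± 0.160 to 9.16 ± 0.285 FPKM. *MCM3* fell from 114 ± 0.966 to 28.4 ± 1.64 FPKM, *CDC6* from 18.2 ± 0.349 to 3.90 ± 0.160 FPKM and the cyclin gene *CCNA2* from 27.8 ± 0.820 to 7.95 ± 0.532 FPKM. The amino acid transporter gene *SLC7A5* fell from 169 ± 1.77 to 41.7 ± 3.14 FPKM. At both thresholds, 24 of the 26 passed, *MYC* and *CDK4* not. Of the exon bases of *MCM2* and *SUV39H1*, 23.6% and 20.3% are shared with a gene on the opposite strand.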

### ARV-825 Suppresses Tumor Growth in The Xenograft Tumor Model

To study the antitumor effect of ARV-825 *in vivo*, a xenograft model of gastric cancer using HGC27 cells was established. ARV-825 at 10 mg/kg was intraperitoneally injected into mice daily when the volume of subcutaneous tumor achieved about 100 mm^3^. The tumor burden of the ARV-825 treatment group was significantly reduced (**Figures 8A, C, D**) in contrast to that in the control group.

**Figure 8:**
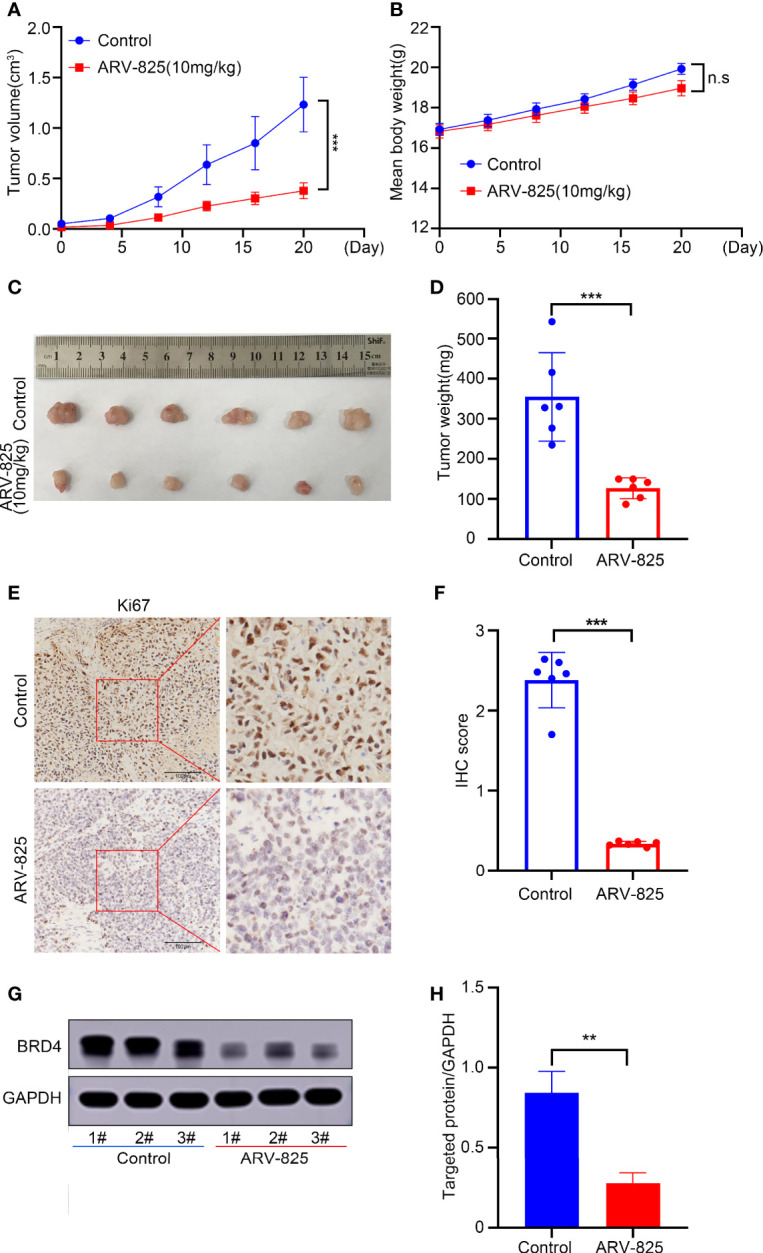
ARV-825 suppresses tumor growth in the xenograft tumor model. Nude mice (n = 6) of HGC27 xenograft tumor were injected intraperitoneally by 10 mg/kg ARV-825 or menstruum control (10% Kolliphor^®^HS15) daily for 20 days. **(A)** Changes in the tumor volume in mice treated with ARV-825 and menstruum control. **(B)** The weight of mice was monitored during the experiment. **(C)** Pictures of xenograft tumors from mice treated with ARV-825 and menstruum control. **(D)** Tumor weight from mice treated with ARV-825 and menstruum control. **(E)** Immunohistochemical staining of Ki67 from xenograft tumors. **(F)** Immunohistochemical scoring of Ki67 staining from xenograft tumors. The total scoring (TS) = the intensity (I) × percentage of positive cells (P). **(G)** BRD4 protein levels in xenograft tumors. **(H)** ARV-825 inhibited BRD4 protein levels from xenografted tumors. n.s, not significant, **p < 0.01; ***p < 0.001.

Meanwhile, the treatment group and control group had no remarkable difference in mouse body weight (**Figure 8B**). Immunohistochemical analysis showed that the ratio of Ki67-positive cells was markedly lower in tumors with ARV-825 treatment than that in the control group (**Figures 8E, F**), illustrating the tumor-inhibiting effect of ARV-825. Furthermore, the levels of BRD4 protein were downregulated significantly by ARV-825 treatment *in vivo* (**Figures 8G, H**). These results indicated that ARV-825 could remarkably suppress the tumor growth of gastric cancer without obvious side effects.

## Discussion

Gastric cancer has a high incidence rate and high mortality rate in China (44). The mechanism of gastric cancer remains poorly understood (3, 4). Treatment of advanced gastric cancer remains a challenge, especially for patients with drug insensitivity or metastasis. For this reason, it is urgent and essential to understand the mechanism of the occurrence and development of gastric cancer and find drug targets to treat gastric cancer.

In 2013, Young’s laboratory defined the super enhancer (SE), based on research into enhancers in embryonic stem cells (45, 46). Super enhancers are 8–20 kb long cis-acting elements with transcriptional enhancement activity, which can enrich the density of master transcription factors, cofactors, and histone modification marks. They also activate the expression of identity determining genes in stem cells and have a major part to play in regulating cell fate. The expression of super enhancer-related genes is more easily affected by transcriptional interference; therefore, the application of transcriptional interference agents in tumor cells might be an effective strategy to treat tumors and develop new drugs. As protein interaction domains, bromodomains (BRDs) can selectively identify and bind acetylated histones in the super enhancer region. The BET proteins (BRD4, BRD3, BRD2, and BRDT) can read acetyl-lysine residues of histones and have a major part to play in transcriptional elongation (9–11). Inhibitors (such as JQ1) targeting BRD4 can target tumor-specific super enhancer-related genes in various kinds of tumors and suppress tumor proliferation and migration (14, 15).

The effectiveness of JQ1 has been reported in many previous studies (16–21), including those of gastric cancer (16, 17). OTX015, another BRD4 inhibitor, shows a wide range of antitumor activities (22–25). The actions of OTX015 and JQ1 are reversible, resulting in partial suppression of MYC and the reaccumulation of BRD4 protein (26). To address the limitations of OTX015 and JQ1, proteolysis targeting chimeras (PROTAC) have emerged. ARV-825 consists of OTX015 and the E3 ubiquitin ligase cereblon (CRBN) used in PROTAC technology *via* a flexible chemical linker, which could efficiently degrade BRD4 (27).

ARV-825 has been studied to treat pancreatic cancer (30, 31), vemurafenib-resistant melanoma (32), cholangiocarcinoma (33), thyroid carcinoma (34), acute myeloid leukemia (35, 36, 38), and neuroblastoma therapy (37). These studies demonstrated that ARV-825 had a more effective inhibition on BRD4 protein. In this study, ARV-825 in gastric cancer had lower IC50 than that of JQ1 and OTX015, more thorough degradation of BRD4 and less toxicity and side effects *in vivo*. ARV-825 could effectively degrade BRD2 and BRD3 beside BRD4 *in vitro* and *in vivo*. Similar findings were revealed in other studies using BETi and OTX015 treatment (40, 47). Presumably, the reason is that BET family members have highly homologous domains (48). Further study is needed to determine mechanism of BET inhibitors. As an E3 ubiquitin ligase, CRBN (cereblon) can recruit target proteins and efficiently boost the degradation of target proteins *via* the ubiquitin–proteasome system. Our results revealed that CRBN expression had a major part to play in the inhibition of ARV-825 in gastric cancer cells; knockdown *CRBN* could decrease the inhibition of ARV-825 in MGC803 and HGC27 cells. Correspondingly, CRBN overexpression raised the inhibition of ARV-825 in AGS and SGC7901 cells. Particularly, the sensitivity of SGC7901 cells to ARV-825 increased dramatically. These findings were aligned with a previous research that the CRBN expression level was regarded as an indicator of ARV-825 efficacy (49).

RNA-seq and Western blotting analysis showed how ARV-825 influenced gene expression in gastric cancer cells. The findings demonstrated that inhibiting BRD4 by ARV-825 led to an expression reduction in MYC and PLK1 at mRNA and protein levels in gastric cancer cells. Ba Mingchen et al. also described that BRD4 could boost the growth of gastric cancer cells by activating c-Myc signaling pathway (50). GSEA plots showed the enrichment of genes in signaling pathways after ARV-825 treatment of HGC27 cells. C-Myc and PLK1 were both downregulated in the MYC_TARGETS and G2M_CHECKPOINT signaling pathways. Wu et al. (38) reported that ARV-825 inhibited T-cell acute lymphoblastic leukemia by Myc-pathway genes; RNA-Seq data in this paper also revealed negative hallmark_myc_targets, which was verified by our research results in gastric cancer.

Thousands of up- and downregulated genes were identified by RNA-seq analysis, among which *MYC* and *PLK1* were confirmed as downregulated makers after treatment with ARV-825 in gastric cancer cells. This research found that *PLK1* is an important target gene in gastric cancer in addition to *MYC*. *PLK1* is a good target for many tumors. Cai et al. revealed that high expression of *PLK1* in gastric cancer cells augmented the metastatic ability of tumor cells (51). Otsu et al. reported that patients had poor recurrence-free survival in the case of high *PLK1* expression and DNA aneuploidy (52). Dang et al. analyzed tumorigenesis and investigated whether BI6727 (an inhibitor of PLK1) could effectively inhibit growth of the tumors (53). ARV-825 may have a good antitumor effect on PLK1 high expression tumor; how ARV-825 downregulate *PLK1* is our subject in the following study. Further investigation of the RNA-seq data in gastric cancer will likely identify new drug targets and important signaling pathways. Many other genes are still waiting to be discovered.

In the xenograft model, ARV-825 suppressed the xenograft tumor growth of HGC27 cells. ARV-825 could downregulate BRD4 protein level *in vivo* in consistence with results *in vitro*. This further verified that ARV-825 could block BRD4-MYCN pathway effectively. It also showed that body weight gain had no statistically significance between mice treated with ARV-825 and the control group. Other obvious side effect was not detected in organs from mice with ARV-825 treatment. A recent report has indicated that mice with JQ1 treatment had a decrease in body weight because of impaired adipogenesis capability (54). All of these results states clearly that ARV-825 has good efficacy and is safety.

## Conclusions

High expression of *BRD4* indicated poor prognosis in patients with gastric cancer. ARV-825, a BRD4 inhibitor, could effectively suppress the growth and elevate the apoptosis of gastric cancer cells *via* transcription downregulation of c-MYC and PLK1. ARV-825 in gastric cancer had lower IC50, more thorough degradation of BRD4, and less toxicity and side effects *in vivo*. These results implied that ARV-825 could be a good therapeutic strategy to treat gastric cancer.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE179581.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Shanghai Jiao Tong University.

## Author Contributions

XL, JP, DC, and JNi designed and directed the study. XL, XQ, and ZZ conducted the experiments and wrote the paper. YT and ZL helped with statistical analysis. QZ and HL helped with some of the experiments. ZZ and RZ participated in the *in vivo* experiments. HC, XiaL, XinL, and YX performed the lentivirus preparation and transfection. YC and YJ helped with flow-cytometric analysis, JNiu and CX conducted public data collection and analysis. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Key Research and Development Program of China (Nos. 2017YFA0205301 and 2017YFA0205304), the National Natural Science Foundation of China (No. 81903169, No. 82072767, No. 81770145, and No. 81602192), Shanghai Sailing Program (No. 19YF1422300), Natural Science Foundation of Jiangsu Province (No. BK20191175, No. BK20190185), Gusu Health Talents program of Soochow City (No. 2020-104), and the Applied Foundational Research of Medical and Health Care of Suzhou City (No. SYS201907).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

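RNA from HGC27 cells treated with 125 nM ARV-825 (3 libraries) or DMSO (3 libraries) was analysed as 1 table of the whole series, in which each library has 1 column. The authors deposited FPKM values, made before deposit with HISAT2 2.0.5 according to the submitters' processing notes. The counting tool, the annotation and any filter are not given in the sources used here. The notes name the mouse build mm10, but all 58735 gene identifiers are human and are found in GENCODE 29 (Ensembl 94), so exon lengths, classes and coordinates on GRCh38 were taken from that annotation. Symbols were found for 58207 identifiers in a table of gene names, and current symbols are printed.

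Fragments were recovered as FPKM times exon length, and 100% of the values above 0 came out within 0.05 of a whole number in every library. The per-million scale behind the FPKM values was 17926260, 17215685 and 20183214 in DMSO and 14580441, 15032448 and 14634189 in ARV-825 replicates 1, 2 and 3. It lay above the fragments in genes in every DMSO library and below them in every ARV-825 library, which raises ARV-825 values against DMSO. How the authors set that scale is not given in the sources used here. Scaled to fragment totals, a setting added after the data were examined, 1059 genes were higher and 1857 lower. The median log2 fold change of all genes was then −0.09. FPKM summed to 282667.1 to 294346.3 per DMSO library and 348808.1 to 360661.7 per ARV-825 library, so rescaling to TPM lowers the ARV-825 values against DMSO. The pseudocount stayed at 1 on the larger TPM values, so there it shrinks low genes less. From 25525 to 26407 genes had a value above 0 in the DMSO libraries and from 26672 to 27097 in the ARV-825 libraries. The first principal component separated the groups and held 90.6% of the variance, and the second, with 3.20%, separated ARV-825 replicate 1 from replicates 2 and 3. The median SD between replicates on the log2 scale was 0.0530 in DMSO and 0.0905 in ARV-825.

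From the deposited FPKM values, log2(FPKM + 1) was computed for the 13442 genes with a mean FPKM of at least 1 over the 6 libraries. The other 45293 genes were left out. limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend) compared the groups with no further covariate, and p-values were adjusted by Benjamini-Hochberg over the genes tested. The thresholds of the Results, an absolute log2 fold change above 1 and an adjusted p under 0.05, were used for counts. Single genes of the main conclusion were also compared by an exact two-sided permutation test. Of the 28 gene lists, written before the data were examined, each was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with the rotation test fry, adjusted over the 28 lists. At the preset correlation 8 lists were higher and 6 lower, and with an estimated correlation 2 were higher (histones and NF-κB targets) and 3 lower (G2M checkpoint, DNA replication and ribosome biogenesis). Enrichment scores came from fgsea 1.28.0 with 10000 permutations on the log2 fold changes, 1 value per symbol. The hallmark lists were written from memory, since the published sets were not at hand.

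The genes named are *MYC*, *PLK1* and the other genes of the RNA-seq text and of Fig. 7B, the 10 protein-coding genes with the largest increase and the 10 with the largest decrease among those past both thresholds with groups that do not overlap, up to 4 members per list with the largest change at an adjusted p under 0.05, the members of lists of 12 or fewer, and the BET family with *CRBN*. This rule was fixed together with the lists, when the values of the paper's own figures and Table S1 had already been seen. Of the genes it takes, 1 is not reported here.

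Alternatives covered the pseudocount, the filter on low values, the scaling of the libraries, the variance model, the replicate number as a block, protein-coding genes alone, the set test and each replicate left out in turn. Another 4 settings were added after the data were examined, namely limma-voom on the recovered fragments with the same genes or with all genes of at least 2 fragments over the 6 libraries, scaling without mitochondrial genes and scaling to the fragment totals. The test was tried on simulated FPKM values with 12949 genes past the filter and a dispersion of 0.005 set by hand. At an adjusted p under 0.05 it recovered 70.8% of genes changed 1.5-fold, 76.1% of those changed 2-fold, 93.9% of those changed 3-fold and 100% of those changed 4-fold, and it called 6 of 12724 unchanged genes. Of 46 genes changed 2-fold, 3 passed both thresholds, since a 2-fold change lies at the fold threshold and the pseudocount shrinks it. Both simulated groups were drawn from the DMSO means with the same dispersion, and 50 genes were changed at each fold. In the real comparison 4977 genes were higher and 5405 lower at the adjusted p, and the ARV-825 replicates varied more than those of DMSO. The simulated shares may therefore not hold there. Figures were drawn with matplotlib 3.10.9.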

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

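The tests of the summed histone genes and of ribosomal protein genes as a measure of nuclear RNA, and the choice of the 4 scalings for mitochondrial genes, were made only after the results were seen. Gene lists that the paper does not discuss and that were higher in the ARV-825 libraries than in DMSO follow, each with its median log2 fold change. List members are counted at the adjusted p alone unless both thresholds are named. At that adjusted p, 4977 of all 13442 genes tested were higher and 5405 lower.

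All 24 tested genes of a histone list, out of 27 listed and drawn mainly from the histone clusters, were higher, with a median of 3.43 (24 higher adjusted over the list alone, camera adjusted p = 1.21e-11, and 0.0160 with an estimated correlation). The lowest median over the scalings was 3.36, and with no filter on low values the median was 3.03. Of all 50 protein-coding genes of the histone clusters tested, out of 71 in the file, 46 were higher past both thresholds, 0 were lower and 4 did not pass both. A histone gene near 0 in DMSO passes the filter only if it rises. Of the variant genes outside the clusters, named after their values were seen, *H2AX* (log2 fold change −0.63) and *H2AZ1* (−1.08) fell, *H3-3A* (0.70) and *H3-3B* (1.38) rose and *H2AZ2* (0.10, adjusted p = 0.0600) did not pass. Fragments that moved between near-identical copies would leave the family total as it was, but the summed FPKM of the histone clusters rose from 140 ± 3.82 to 2660 ± 44.6 (SD, n = 3 each), a log2 ratio of 4.24. Genomic DNA in the ARV-825 libraries would raise silent intronless genes too, and the mean FPKM of 389 olfactory receptor genes rose by only 0.00885. Most histone transcripts end without a poly(A) tail. More RNA of that kind in the ARV-825 libraries cannot be told apart from a rise of histone transcripts. Of 30 other RNAs listed as without a tail, 9 passed the filter, with a median log2 fold change of 0.96 and quartiles of −0.23 and 2.88. The 6 that were higher stood at 0 to 1.74 FPKM in DMSO, and an RNA at 0 there passes only if it rises. *RN7SL2*, *SNORD17* and *SNORA73B*, the most abundant in DMSO, had −0.29, −0.23 and −1.24, so the set gave no single direction. Histone transcripts that gain a poly(A) tail or increase after loss of BET proteins remain a possible explanation that was not tested.

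Of the 13 protein genes of the mitochondrial genome, 12 were higher and 1 did not pass, with a median of 0.94 (12 higher adjusted over the list alone, camera adjusted p = 0.000199, and 0.385 with an estimated correlation). *MT-ND6* rose from 1009 ± 72.9 to 3106 ± 419 FPKM and *MT-ND5* from 1134 ± 22.9 to 2533 ± 59.9 FPKM (SD, n = 3 each). The lowest median of the 13 genes over 4 scalings was 0.63, under TPM. Quantile normalization was kept out of that range because it gives the highest ranks of every library the same values. It brought the median of the 13 genes to 0 and *MT-CYB* to −0.16. The rule set in advance asked for a rise under every scaling tried, so the scaling of the libraries remains open as a cause. Less nuclear RNA per cell in the ARV-825 cultures cannot be told apart from more mitochondrial RNA, since ribosomal protein genes, with a median of 0.19, are nuclear themselves and no spike-in was used here. An effect of ARV-825 on mitochondrial transcripts remains open and was not tested.

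Of 75 cytosolic ribosomal protein genes, 51 were higher, 8 lower and 16 did not pass (median 0.19, camera adjusted p = 3.68e-05, and 0.570 with an estimated correlation), but under TPM, where the median of all genes was −0.31, it was −0.12 with an adjusted p of 0.596, under quantile normalization the adjusted p was 0.418, and adjusted p-values over the alternatives ran from 1.18e-10 to 0.596. Of 19 immediate early genes, 17 were higher, 1 was lower and 1 did not pass, with a median of 0.86 (camera adjusted p = 2.91e-05, and 0.329 with an estimated correlation), among them *FOS*, from 2.51 ± 0.330 to 45.5 ± 2.85 FPKM, and *JUNB*, from 29.4 ± 2.43 to 340 ± 23.0 FPKM. Of 14 genes of the elongation factor P-TEFb and its partners, 10 were higher, 3 lower and 1 did not pass (median 0.47, camera adjusted p = 0.0273, 0.209 with an estimated correlation, 0.0866 at a mean FPKM of at least 5, and 4.43e-06 to 0.209 over the alternatives), with *AFF4* at 9.05 ± 0.186 FPKM in DMSO and 24.8 ± 1.34 in ARV-825. All 6 genes used as markers of BET inhibition were higher (median 2.19, camera adjusted p = 0.000652, and 0.209 with an estimated correlation), of which *H2BC21*, *H1-2* and *H2BC12* are histone genes, *SERPINI1* rose from 0.840 ± 0.313 to 3.96 ± 0.284 FPKM, *HEXIM1* from 23.7 ± 0.649 to 32.4 ± 0.978 FPKM, and the call of *ZCCHC24* was lost under TPM (log2 fold change 0.08). Of 32 lysosome and autophagy genes, 25 were higher, 5 lower and 2 did not pass (median 0.85, camera adjusted p = 9.54e-06, and 0.274 with an estimated correlation), with *OPTN* at 2.36 ± 0.113 FPKM in DMSO and 18.5 ± 0.661 in ARV-825. For these 5 lists the counts adjusted over the list alone were identical.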

How the results depend on the processing

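The 4 settings added after the data were examined are voom on fragments, voom on fragments with at least 2 over the 6 libraries, scaling without mitochondrial genes and scaling to fragment totals. Directions of *MYC*, *PLK1*, the 15 genes and both hallmark lists held in every setting. Against 1184 genes higher, the count was 4977 at the adjusted p alone, 639 with treat, 1779 with a pseudocount of 0.01, 482 at a mean FPKM of at least 5, 593 among protein-coding genes, 1819 with voom and 5141 with voom on at least 2 fragments. Against 1630 lower, it was 5405 at the adjusted p alone, 1014 with treat, 898 at a mean FPKM of at least 5, 2978 under TPM and 4160 with voom on at least 2 fragments. Fewer genes were tested at a mean FPKM of at least 5 (7111) and among protein-coding genes (10590), and more with voom on at least 2 fragments (31190). The last setting changed the method as well as the filter. With limma and no filter, 34682 genes were tested, of which 1299 were higher and 1701 lower. The cause of the differences between settings was not tested. With an estimated correlation, the MYC targets list had an adjusted p of 0.139 (5.68e-22 to 0.139 over the alternatives), and 4 of the other 26 lists passed instead of 12. With fry, which does not compare a list with other genes, 25 passed.

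Leaving out each replicate in turn gave 1112 to 1236 genes higher, 1564 to 1716 lower, 12 to 13 of the 15 genes past both thresholds, log2 fold changes of −0.92 to −0.84 for *MYC* and −1.67 to −1.61 for *PLK1*, enrichment scores of −2.81 to −2.66 (G2M checkpoint) and −2.52 to −2.35 (MYC targets), adjusted p-values of 2.84e-11 to 1.77e-09 and 2.84e-11 to 2.14e-10 for these lists, and 12 to 13 other lists. Of 3056 values of 140 named genes under the alternatives, 8 had the other direction and 18 changed their side of the threshold, 2 of them both (*DDB1* and *MAX* under TPM). Directions turned for *CRBN* (0.0069 under quantile normalization, 0.046 scaled without mitochondrial genes, and −0.100 to 0.0660 with each replicate left out, the positive value without ARV-825 replicate 1), *MT-CYB* (−0.16, quantile normalization), *DDB1* (−0.24) and *MAX* (−0.26) under TPM, and *DDB1* (−0.018) and *MAX* (−0.043) scaled to fragment totals. Lists turned at these adjusted p-values: MYC network 0.0300 (fry) and 0.798 (mean FPKM of at least 5), MHC class I 0.854 (no filter) and 0.862 (at least 0.1), interferon-stimulated genes 0.892 (at least 5), proteasome 0.708 (quantile normalization), 0.974 (protein-coding genes) and 0.827 (scaled without mitochondrial genes), mitochondrial genes 0.868 (quantile normalization) and matrix genes 0.991 (protein-coding genes). The cause was not tested.

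Nothing says that replicate numbers pair the samples, and same-numbered libraries deviated together by correlations of 0.00421 to 0.0414, under 0.1, although 6 of 6 correlated best with their own number. With the replicate block, 1191 genes were higher and 1634 lower. Genes of the primary chromosomes alone, and voom with lengths from the file, were not run because the file gives neither. A depth of 14821971 to 19145661 fragments limits genes under a mean FPKM of 1.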

Differences from the paper's values

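The setting of voom on at least 2 fragments was chosen only after the values were seen. The paper reports 3584 genes higher and 3515 lower in ARV-825 at an absolute log2 fold change above 1 and an adjusted p under 0.05, and at these thresholds 1184 were higher and 1630 lower here. Of the alternatives set before the data were examined, only the adjusted p without the fold threshold (4977) came within 1.5 times the paper's number of higher genes, and only TPM (2978) within 1.5 times its number of lower genes, while the unadjusted p that the Methods name gave 1190 and 1632. The added setting of limma-voom on fragments with at least 2 over the 6 libraries, chosen after seeing the values, gave 5141 and 4160, both within 1.5 times the paper's numbers, with 13 of the 15 genes of the text past both thresholds and *MYC* and *CDK4* dropped. The number of genes with at least 2 fragments over the 6 libraries, 31190, matches the total of the counts printed in Fig. 7A.

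The paper's normalized enrichment score in Table S1 is −1.91 for the MYC targets (version 2) and −2.16 for the G2M checkpoint, against −2.43 and −2.73 here. Every alternative set before the data were examined gave scores below the paper's, the nearest being TPM with −2.04 and −2.30. The lists here were written from memory and may not hold the paper's members. The only spread at hand was the SD over the replicates left out in turn, −2.52 to −2.35 for the MYC targets. These fits share most of their samples, so this SD does not measure the sampling error of a score. It therefore cannot decide whether the TPM scores differ from the paper's.

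The legend of Fig. 7B gives its genes an absolute log2 fold change above 1, and of its 26 genes 24 passed both thresholds here. *MYC* (−0.88) and *CDK4* (−0.69) did not, and under TPM they did, at −1.19 and −1.01, as with the adjusted p alone, which sets no fold change. Table S1 lists the p53 pathway, apoptosis and the interferon gamma response among sets enriched in higher genes. Lists of related but not identical genes gave scores here of 1.24 for p53 targets, 0.73 for apoptosis regulators and −1.43 for interferon-stimulated genes. Its set of TNF signaling through NF-κB is positive as well, and the NF-κB targets here scored 2.74.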

Other observations

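The counts over other splits of the libraries were chosen only after the results were seen. *BRD2*, which encodes a BET protein, rose from 41.2 ± 1.08 to 89.7 ± 4.15 FPKM (SD, n = 3 each), a log2 fold change of 1.10 (SE 0.0433, adjusted p = 1.10e-06 from limma), and *BRD3* had a log2 fold change of 0.35, a call that was lost under TPM (0.08). *CRBN*, which encodes cereblon, stood at 3.19 ± 0.0988 and 3.15 ± 0.475 FPKM (adjusted p = 0.854), and without ARV-825 replicate 1 its log2 fold change was 0.07 instead of −0.02. Under TPM it was −0.31 and passed (adjusted p = 0.0256, and 0.0256 to 0.983 over the alternatives), at about the median of all genes under TPM. Of the 8 genes tested of the BET family and the cereblon ligase, 4 were higher, 2 lower and 2 did not pass (median log2 fold change 0.12, and −0.18 under TPM, where the median of all genes was −0.31, camera adjusted p = 0.513). Among 10 genes of the MYC network, 3 were higher, 5 lower and 2 did not pass (6 lower adjusted over the list alone), with a median of −0.22, a mean of 0.11 and a camera adjusted p of 0.714 toward lower. *MXD4*, which encodes a MAX partner that opposes c-Myc, rose from 16.2 ± 0.178 to 99.0 ± 7.91 FPKM and *MXD1* from 2.27 ± 0.222 to 7.72 ± 0.702 FPKM. Of the same list, *MXD3* (log2 fold change −1.05) and *MXI1* (−0.47) fell.

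Of 25 genes of the integrated stress and unfolded protein responses, 18 were lower, 6 higher and 1 did not pass (7 higher adjusted over the list alone), with a median log2 fold change of −0.98 (camera adjusted p = 0.0116, 0.274 with an estimated correlation, 0.0668 under TPM, 0.0511 at a mean FPKM of at least 5, and 1.83e-06 to 0.274 over the alternatives). *NUPR1* fell from 13.4 ± 0.150 to 1.57 ± 0.0271 FPKM and *STC2* from 18.5 ± 0.392 to 2.48 ± 0.0228 FPKM. Lists that did not pass at a mean FPKM of at least 1 were cholesterol synthesis (6 higher and 13 lower of 23, adjusted p = 0.414), glycolysis (5 and 10 of 21, 0.579), MHC class I (7 and 7 of 15, 0.714), the proteasome (8 and 11 of 30, 0.715) and matrix genes (13 and 14 of 29, 0.714). For MHC class I the median was −0.06 and the direction in camera higher, and for matrix genes the median was 0.00 and the direction lower. MHC class I passed toward higher at a mean FPKM of at least 5 (median 0.56, adjusted p = 0.0361, and 0.0361 to 0.976 over the alternatives), and cholesterol synthesis toward lower with voom on at least 2 fragments (0.0331, and 0.00236 to 0.632 over the alternatives). Single members of these moved, with *COL1A1* at 141 ± 1.37 FPKM in DMSO and 27.2 ± 1.96 in ARV-825, *TNC* at 2.01 ± 0.0874 and 9.87 ± 0.525, and the sterol regulator *INSIG1* at 56.2 ± 0.513 and 111 ± 0.636. Of 25 epithelial genes, all in the file, 2 had a mean FPKM of at least 1, *MUC1* and *TJP1*, both higher (adjusted p of the list 0.154), and with no filter the median log2 fold change of the list was 0.0068 instead of 0.62. Of 13 genes used as expression references, 7 were higher, 5 lower and 1 did not pass (0.456), and *HPRT1* fell from 42.0 ± 0.277 to 18.5 ± 1.20 FPKM. Of 14 markers of other cell types, all in the file, 4 had a mean FPKM of at least 1, of which 3 were lower and 1 did not pass (0.0625, and 0.0459 without ARV-825 replicate 3). This list passed toward lower at a mean FPKM of at least 0.1 (0.0337), with voom (0.0446) and with voom on at least 2 fragments (0.0417), its adjusted p ran from 2.09e-05 to 0.359 over the alternatives, and with no filter its median was −0.23 instead of −0.92. Among its members were *DCN* at 13.7 ± 0.231 and 2.39 ± 0.115 FPKM, *LUM* at 75.7 ± 1.70 and 53.4 ± 2.62, and *PDGFRA* at 6.33 ± 0.120 and 1.91 ± 0.304. Counts adjusted over the list alone were identical except for the proteasome (7 higher and 10 lower).

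Of 2852 genes tested that do not code for protein, 591 were higher and 189 lower past both thresholds. A hypothesis was that transcripts running past the 3′ ends of expressed genes add fragments to them, which was tested on the 1277 of these genes that overlap no protein-coding gene, 289 of them higher. Those that were higher lay within 10 kb downstream of an expressed protein-coding gene more often than the rest (odds ratio 1.58, 95% CI 1.14 to 2.17). Because the odds ratio upstream was about as large (1.53, 95% CI 1.14 to 2.03), such read-through cannot be told apart from a location near expressed genes. Another hypothesis was unspliced RNA of the genes they lie in. Of 2828 genes outside the mitochondrial genome, the 581 that were higher overlapped a protein-coding gene less often than the rest (odds ratio 0.793, 95% CI 0.658 to 0.956). This cannot decide on unspliced RNA, since any overlap was counted, also with exons and with genes that are not expressed. No biological explanation was tested.

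The 6 libraries make only 10 splits into 3 against 3, too few for a share under 0.05, and for each of these results 1 of them, the real split, reached the real value. Every other split mixes the treatments in both groups. The treatment difference then enters the spread within groups, which keeps calls of genes low whatever the cause. Part of the treatment contrast also remains in each, so their list results are no chance reference. These splits therefore cannot decide whether chance would give the real values. The real split called 2814 genes with limma and the highest other 0, or 2822 and 24 at an unadjusted p under 0.05, and 4117 and 0 with voom. It called 13 of the 15 genes, and the highest other 0. For the G2M checkpoint the smallest adjusted p of another split was 3.59e-07 against 1.27e-10, for the MYC targets 3.82e-07 against 9.31e-11, and the other lists past the threshold numbered 12 in the real split and at most 11 in another.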
